A study of Homo sapiens with 8 samples. Its data were reported in "N(6)-methyladenosine methylation-regulated polo-like kinase 1 cell cycle homeostasis as a potential target of radiotherapy in pancreatic adenocarcinoma" (2022).

How the data were processed

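RNA methylation and expression were measured in MIAPaCa-2 cells, an established human pancreatic carcinoma line, that carried either a control short hairpin RNA (shRNA) or an shRNA against METTL3, the catalytic subunit of the main N6-methyladenosine (m6A) methyltransferase. In methylated RNA immunoprecipitation sequencing (MeRIP-seq), RNA is fragmented, a part is kept as input, and the rest is precipitated with an antibody against m6A. The 8 samples of the series fall into 4 groups, named here control m6A, control input, METTL3-KD m6A and METTL3-KD input, and each group holds 2 samples whose labels carry lane numbers L001 and L002. Groups were taken from the sample titles.

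The authors removed ribosomal reads with Bowtie2, aligned with HISAT2 to hg19 and counted reads per gene with featureCounts. The deposited count table holds raw whole-number counts of reads for 63568 Ensembl genes, with 1 column per lane of the input libraries. The annotation release, the use of strand, the treatment of reads with several alignments and any removal of duplicates in this table are not stated. No m6A counts per gene were used here. The column names carry a cell code that differs by a character from the titles, and they were matched to the input samples by cell code, the word Total and the lane number.

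The peak lists were made by the authors with MACS2 2.1.1, with the m6A library as treatment and the input of the same cells as background, both lanes pooled, fragments extended to 100 bp and at most 1 read kept per position. The pileup column is a signal, the number of fragments at the summit that the authors' peak caller retained after removal of duplicates and scaling. The fold column is the authors' ratio of that signal to the local background with a pseudocount. The deposited −log10 column holds the q value of each peak. The file headers give a q value cut-off of 0.05, whereas the methods state 0.01, so peaks with q under 0.01 were used here and the full lists were an alternative. Fold and pileup values were used only to describe, rank or filter peaks within a list. A planned ratio of fold values between shared peaks was therefore not computed.

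The lanes of each library were compared before they were combined. A chi-square test of lane counts over genes with at least 10 reads gave 2.07 per degree of freedom in the control (p = 5.82e-167) and 1.06 in the knockdown (p = 1.55e-05). In the control most of the excess came from 13 genes with an adjusted p under 0.05, and without them the value was 1.05. In the knockdown 9 genes had an adjusted p under 0.05, and most of the small excess stayed without them (1.04). Leaving out genes by the outcome of the test lowers the value by itself, so agreement of the lanes was not shown. The plan had been to enter lanes as replicates if this test rejected agreement. Because L001 and L002 are read here as sequencer lanes of the same library, and for no other reason, the lanes were instead summed and counted as 1 sample, a departure from that plan. Fits with lanes as replicates were run as alternatives, with and without the lane as a replicate block. The pairing in that block comes from the lane numbers in the titles. The lane deviations of the control and knockdown correlated at -0.0117 over 1871 genes.

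With 1 library per condition, no p-value for the difference between conditions was computed across genes. Exact binomial tests between the libraries and fits with lanes as replicates served only as filters in alternatives. Expression was compared as the log2 ratio of counts scaled to library size (CPM), knockdown over control, scaled by the trimmed mean of M values (TMM, edgeR 4.0.16) with a prior count of 2, among genes with at least 10 reads summed over both libraries. Genes beyond a log2 ratio of 2 in either direction were counted, following the size threshold of the study. Named genes also received a two-sided exact conditional binomial test of their reads, which compares the 2 libraries and not the conditions. Counts at or under a floor of 3 reads were set to 3 reads when a fold was given. Such folds are lower bounds on the ratio of scaled reads only. The floor lies under the lower mode of reads per gene described below, 509 reads in the control and 17.3 in the knockdown. The folds therefore do not bound a change in expression. Lists of G2/M genes (54 genes) and S-phase genes (43 genes) were those of the Seurat package. The median log2 ratio of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins.

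Peaks were called overlapping when they shared at least 1 bp. A control peak without an overlapping knockdown peak is called a lost peak. Shares carry 95% Wilson intervals. Summits were annotated with GENCODE release 44 on GRCh37, the build named hg19 by the authors, and all peaks lay inside the chromosome ends of that genome. The 4 mitochondrial peaks were left without annotation because the mitochondrial sequences of hg19 and of the reference differ. Where basic protein-coding transcripts disagreed, 3′ untranslated region (UTR) was taken before coding sequence in the shares of all peaks. The comparison with random positions counted fewer peaks in the 3′UTR, so its placement was not the same. A peak was given to each gene with an exon at its summit. Random positions in the same transcripts, 1000 draws for the UTR share and 200 for the motif, gave the shares that transcript length and sequence alone would produce. The motif was DRACH, the consensus around m6A (D is A, G or T, R is A or G, H is A, C or T), within 50 nt of the summit. Genes with a lower log2 ratio and genes with a lost peak were compared by a two-sided Fisher exact test. Of 63568 gene identifiers, 55665 matched the annotation.

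Reads per gene were summarised by the modes of a Gaussian kernel density with a width of 25 reads in the control and 2 reads in the knockdown. These settings were chosen after the counts had been seen, because a first search on the log2 scale found only 1 knockdown mode. Null libraries were simulated in 100 draws: molecules were drawn from a pool shared by both conditions, whose composition was the sum of both libraries, and then amplified to the observed number of reads.

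The scripts were tested on simulated data. In libraries of the observed size with 200 genes changed 16-fold, all 200 changed genes were recovered among 10007 genes, with 3 wrong calls. Fits with lanes as replicates recovered 200 with 4 wrong calls. Both simulated libraries were built from the knockdown profile with independent reads, without few molecules amplified many times. The changed genes were picked among those with at least 50 expected reads. These wrong calls therefore test the scripts and do not measure the error in the real libraries. The overlap routine found all 400 planted overlaps among 2000 peaks. The test of matched lists placed 50 lowered genes at percentile 0 and 50 unchanged genes at percentile 4.05. A low percentile alone therefore did not show a change. Alternatives for the scaling (DESeq2 1.42.0 size factors, total counts, TMM without the 20 most abundant genes), prior count, read minimum, thresholds, peak filters and overlap rule were fixed before the data were examined. Those chosen after seeing the data are named in the closing section. R 4.3.3 and Python 3.11.15 were used.

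The genes named in the report were fixed in advance: METTL3, PLK1, other m6A and cell cycle genes, genes that the study showed with a lost 3′UTR peak, the 3 genes with the lowest and the 3 with the highest log2 ratio among genes with at least 50 reads, and the 3 peaks with the highest fold enrichment of each list and among the lost peaks. Exceptions are marked.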

Results

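To measure RNA methylation and expression after METTL3 knockdown, MeRIP-seq had been performed with control and METTL3-KD MIAPaCa-2 cells, with 1 m6A library and 1 input library per condition, each sequenced on 2 lanes. The input counts summed to 1609215 and 1628753 reads for the control lanes and to 906240 and 926765 reads for the METTL3-KD lanes. No library was repeated, so none of the differences between conditions has a replicate check. Intervals and detection floors cover counting error only, because reads without molecular identifiers are not independent molecules.

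The libraries differed in how many distinct molecules they held. As recorded by the peak caller, the control m6A library had 2242358 aligned reads at 7920 distinct positions, and the control input had 2880835 reads at 9291 distinct positions. The METTL3-KD m6A library had 1252805 reads at 4508 distinct positions. The METTL3-KD input had 1337448 reads at 52141 distinct positions, 5.61 times as many distinct positions as the control input. Each distinct position was therefore read 310 times on average in the control input and 25.7 times in the METTL3-KD input. At least 1 read was counted for 2730 genes in the control input and for 10463 genes in the METTL3-KD input. The 20 genes with the most reads took 25.4% of the control counts and 39.9% of the METTL3-KD counts, with MT-RNR2 first in both.

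Reads per gene clustered at discrete values. In the control input, the density of reads per gene had modes at 509 and 1034 reads, and 59.5% of the genes with at least 10 reads lay near either mode. The ratio of these modes was 2.03. In the METTL3-KD input the modes were at 17.3 and 34.2 reads, with a ratio of 1.98, and 20.2% of genes lay near either.

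**Figure D1:**
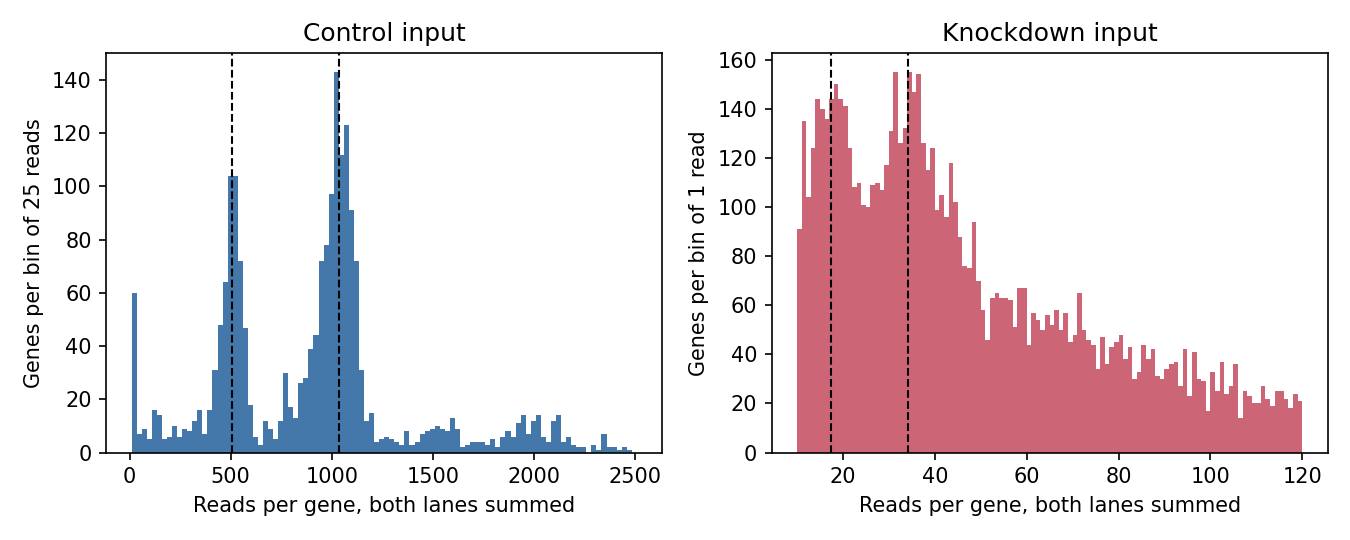
Histograms of reads per gene, both lanes summed, for genes with at least 10 reads in the control input (left, bins of 25 reads) and the knockdown input (right, bins of 1 read); dashed lines mark the modes. Control genes pile up at 509 and 1034 reads, and knockdown genes at 17.3 and 34.2 reads.

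METTL3, the targeted gene (ENSG00000165819.7, chromosome 14, 21966277 to 21979484 on hg19), had 0 reads in all 4 input lanes. The floor of 3 reads corresponded to 0.927 CPM without TMM scaling in the control and to 1.64 in METTL3-KD cells. The knockdown was therefore not detectable at this depth in either direction, and the condition labels could not be checked against the targeted gene. The METTL3-KD peak list held 1 peak in a METTL3 intron, at 21968916 to 21969015, with a pileup of 1.

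To find genes whose expression depended on METTL3, the inputs were compared. Among 9931 genes with at least 10 reads, 732 genes had a log2 ratio under -2 and 7859 genes had a log2 ratio above 2. Of the 7859 higher genes, 7383 (93.9%) had 0 reads in the control input. Only 1871 genes had at least 10 reads in both inputs. The counts moved most when reads were divided by the lower mode of each input and an exact binomial p under 0.01 between the libraries was required, which left 43 lower and 75 higher genes. With total count scaling 1260 genes were lower and 7775 were higher. The median log2 ratio of the 1871 genes was -0.61 under TMM scaling, and it shifted by 0.26 under DESeq2 size factors and by -1.36 under total count scaling, so all log2 ratios hold relative to the scaling. When the lanes were entered as replicates in edgeR, 672 genes were lower and 7884 higher without the replicate block, and 668 were lower and 7787 higher with it. The lane deviations of the conditions were uncorrelated (-0.0117), and lanes do not measure variation between cultures.

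**Figure D2:**
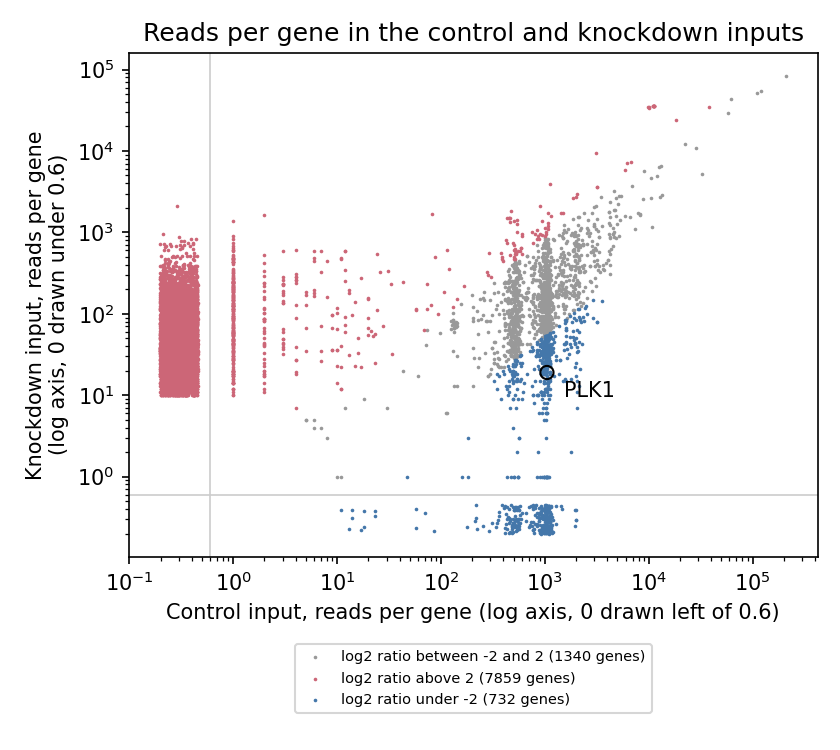
Reads per gene in the control input (horizontal) and the knockdown input (vertical) for 9931 genes, on log axes with genes at 0 reads drawn beyond the grey lines; colours mark log2 ratios under -2 and above 2. Most of the 7859 genes above 2 sit at 0 control reads, and PLK1 lies at 1049 control and 19 knockdown reads.

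PLK1 (ENSG00000166851.10, chromosome 16, 23688977 to 23701688, plus strand) was followed by the study as a METTL3 target. It had 507 and 542 reads in the control lanes and 7 and 12 reads in the METTL3-KD lanes. Its log2 ratio was -3.54 (95% exact Clopper-Pearson interval -4.33 to -2.94, exact binomial p = 2.64e-64 between the libraries). The test treats each read as independent. The PLK1 count equalled 2.06 times the lower mode of the control input and 1.1 times that of the METTL3-KD input. The log2 ratio moved most under total count scaling, to -4.86, and the exact binomial p was 0.0494 on reads divided by the lower modes and 0.246 on reads divided by the upper modes. With lanes as replicates, the log2 ratio was -3.37 both without and with the replicate block.

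Read counts of genes of the m6A machinery moved in different ways. ALKBH5, a demethylase gene, had 1910 control and 89 METTL3-KD reads (log2 ratio -2.22, exact binomial p = 5.03e-74 between the libraries). These counts equalled only 3.75 times the lower mode of the control input and 5.14 times that of the METTL3-KD input. The tests treat each read as independent, so the p-value does not show a difference in molecules. METTL14 had 0 control and 35 METTL3-KD reads, at least 53.4-fold higher in scaled reads. FTO had 0 and 14 reads, at least 21.3-fold higher in scaled reads. The METTL3-KD counts equalled 2.02 and 0.809 times the lower mode, and these folds do not bound a change in expression. WTAP had 0 reads in both inputs. IGF2BP2, whose product binds m6A, had 486 and 115 reads with a log2 ratio of 0.11 (exact binomial p = 0.457).

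Among cell cycle genes, CCNB1 and AURKA had 0 control reads and 506 and 198 METTL3-KD reads. They were at least 771-fold and at least 302-fold higher in scaled reads, which does not bound a change in expression. MYC (539 and 181 reads) and CDK1 (847 and 263 reads) had log2 ratios of 0.62 and 0.50. Both changed sides under total count scaling, whose shift of -1.36 exceeds these ratios. Of the 54 G2/M genes, 51 had at least 10 reads. Their median log2 ratio was 4.92, at percentile 79.1 of matched random lists, and 27 of them had 0 control reads. TACC3 and G2E3, named after their values were seen, were the 2 G2/M genes with a log2 ratio under -2. Of the S-phase genes, 38 were tested, with a median of 5.17 at percentile 36, and 6 lay under -2. Under total count scaling 8 G2/M genes and 14 S-phase genes lay under -2, so these counts depend on the scaling. Among genes with at least 50 reads, the alternative that moved the lists most, the G2/M median was 2.26 and the S-phase median was -0.19, a reversed direction at percentile 5.65.

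The genes with the lowest log2 ratios were PI4KB, USP33 and FHL1, with 1989, 1986 and 1978 control reads and 0 METTL3-KD reads. Each was at least 144-fold lower in scaled reads. Their control counts all lay near 4 times the lower mode. The highest were MTCO1P12, SNHG3 and MT-ND4, with 2099, 1369 and 1646 METTL3-KD reads against 0, 1 and 2 control reads. MTCO1P12 is a pseudogene copy of a mitochondrial gene with a near-identical sequence, so its count is uncertain. Among 1322 genes with at least 1000 reads, 95 had the same counts as another gene in all 4 lanes, so single-gene values at that depth are not all independent.

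To find methylated sites, peaks were called in each condition. At a q value under 0.01 there were 2298 control peaks and 830 METTL3-KD peaks. The pileup was 1 fragment in 1196 of the control peaks and in 513 of the METTL3-KD peaks, and it was 4 or more in 91 and 110 peaks. At a fold enrichment of at least 4, the setting that moved these numbers most, 88 control and 110 METTL3-KD peaks were left, so the order of the conditions reversed.

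The peak lists shared few sites. Of the control peaks, 2285 (99.4%, Wilson interval 99% to 99.7%) had no overlapping METTL3-KD peak. Of the METTL3-KD peaks, 817 (98.4%, interval 97.3% to 99.1%) had no overlapping control peak, so 13 peaks were shared. Under the settings tried, the share of control peaks without a METTL3-KD peak ranged from 96.2% to 99.6%, and the share of METTL3-KD peaks without a control peak ranged from 87.5% to 98.8%, both lowest when genes were compared instead of peaks. Of the control peaks with a pileup of 4 or more, 93.4% (interval 86.4% to 96.9%) were lost, among them all 84 with a pileup of 4 to 9, and all 92 METTL3-KD peaks with a pileup of 4 to 9 lacked a control peak. Of the 7 control peaks with a pileup of 10 or more, 1 was lost (14.3%, interval 2.57% to 51.3%). 5 of these 7 peaks lay in genes or pseudogenes of 7SL and related small structured RNAs, which have many near-identical copies.

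**Figure D3:**
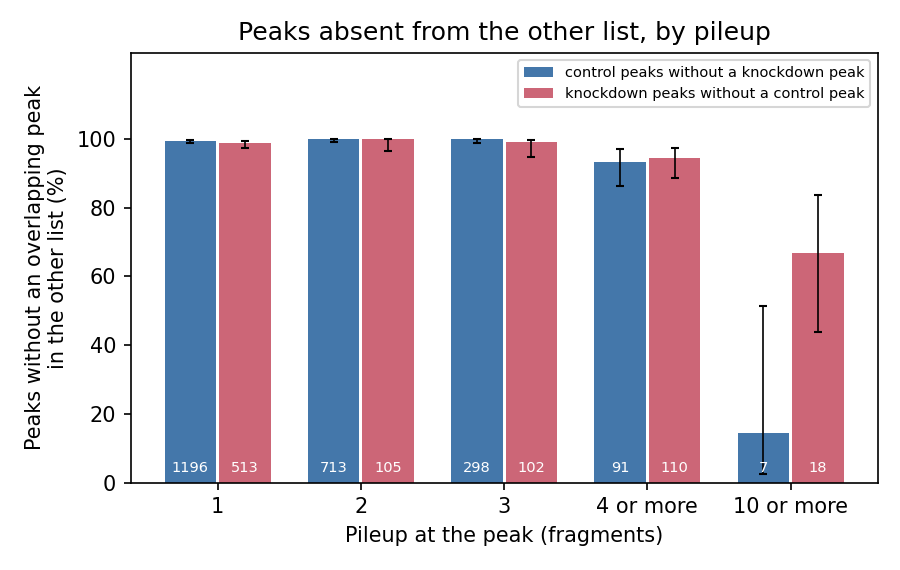
Percent of peaks without an overlapping peak in the other list by pileup, with 95% Wilson intervals and the number of peaks in each bar; 10 or more is a subset of 4 or more. The percentages lie above 90 up to a pileup of 4 or more in both lists and fall to 14.3% for the 7 control peaks and 66.7% for the 18 knockdown peaks with a pileup of 10 or more.

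The control peaks with the highest fold enrichment lay in RN7SL674P (chromosome 2, 11724915 to 11725014, fold 8.10), in the 3′UTR of PLRG1 (chromosome 4, 155457776 to 155457884, fold 8.0) and in an intron of ALG8 (chromosome 11, 77837837 to 77837942, fold 7.0). These were also the lost peaks with the highest fold enrichment. The METTL3-KD peaks with the highest fold enrichment lay in noncoding exons of RN7SL3, RN7SL5P and RN7SL2, with folds of 32.2, 16.5 and 15.3. Values at these 7SL copies are uncertain, since reads from them can align to several copies.

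By summit, 19% of control peaks (interval 17.5% to 20.7%) lay in 3′UTRs, 31.2% in coding sequence, 4.35% in 5′UTRs, 10.5% in noncoding exons, 29.3% in introns and 5.57% between genes. Of the METTL3-KD peaks, 12.4% (interval 10.3% to 14.8%) lay in 3′UTRs and 43.7% in introns. Among the 1255 control peaks inside exons of protein-coding transcripts, 33.0% were in the 3′UTR, under the 36.8% to 41.5% obtained from random positions in the same transcripts. For the 333 METTL3-KD peaks the share was 28.5%, against 35.7% to 44.7%. These observed shares count 414 control and 95 METTL3-KD peaks in 3′UTRs. The shares of all peaks above count 437 and 103, so the placements differ and the shares are not interchangeable. A DRACH motif was within 50 nt of the summit in 85.1% of these 1255 control peaks, inside the random range of 81.9% to 85.8%. In the 333 METTL3-KD peaks the share was 85.0%, inside 80.5% to 87.4%. Motifs per peak numbered 1.90 in the control, inside the random range of 1.79 to 1.92, and 2.06 in METTL3-KD cells, above the range of 1.74 to 2.0. At a fold above 2 the METTL3-KD value was 1.91, inside its random range.

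**Figure D4:**
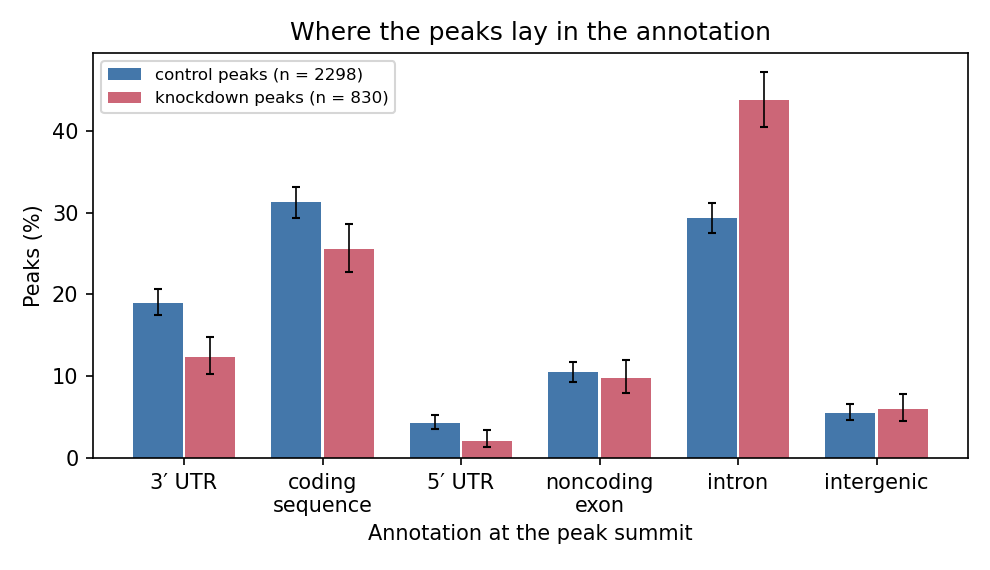
Percent of control peaks (2298) and knockdown peaks (830) by annotation at the summit, with 95% Wilson intervals; mitochondrial peaks are not drawn. Coding sequence held 31.2% of the control peaks and introns 43.7% of the knockdown peaks, and 3′UTRs held 19% and 12.4%.

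The PLK1 peak of the control list spanned 23701382 to 23701481 on chromosome 16, with its summit at 23701432, 48 nt into the 304 nt 3′UTR in the last of 10 exons. Its pileup was 3 fragments, its fold enrichment 3.97 and its −log10 q value 5.20. The METTL3-KD list held no peak in PLK1. The window of 50 nt on each side of the summit contained 1 DRACH motif, GGACT, with its adenosine at 23701404. The sequence from 23701384 to 23701424 was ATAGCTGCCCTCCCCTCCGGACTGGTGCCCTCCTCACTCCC. Of the other genes shown by the study, ETS1, PPP2R5D and CYLD each had 1 control peak in a 3′UTR and no METTL3-KD peak. The pileups were 3, 2 and 1, and the PPP2R5D summit also lay in an exon of MEA1. KBTBD2 had a control 3′UTR peak at 32908483 to 32908582 and a METTL3-KD 3′UTR peak at 32907857 to 32907956 on chromosome 7, each with a pileup of 1. In the inputs, ETS1 had 492 control and 17 METTL3-KD reads, CYLD 908 and 27, KBTBD2 47 and 1, and PPP2R5D 23 and 0. In scaled reads KBTBD2 was at least 3.43-fold lower and PPP2R5D at least 1.68-fold lower, which bounds the reads and not the expression.

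**Figure D5:**
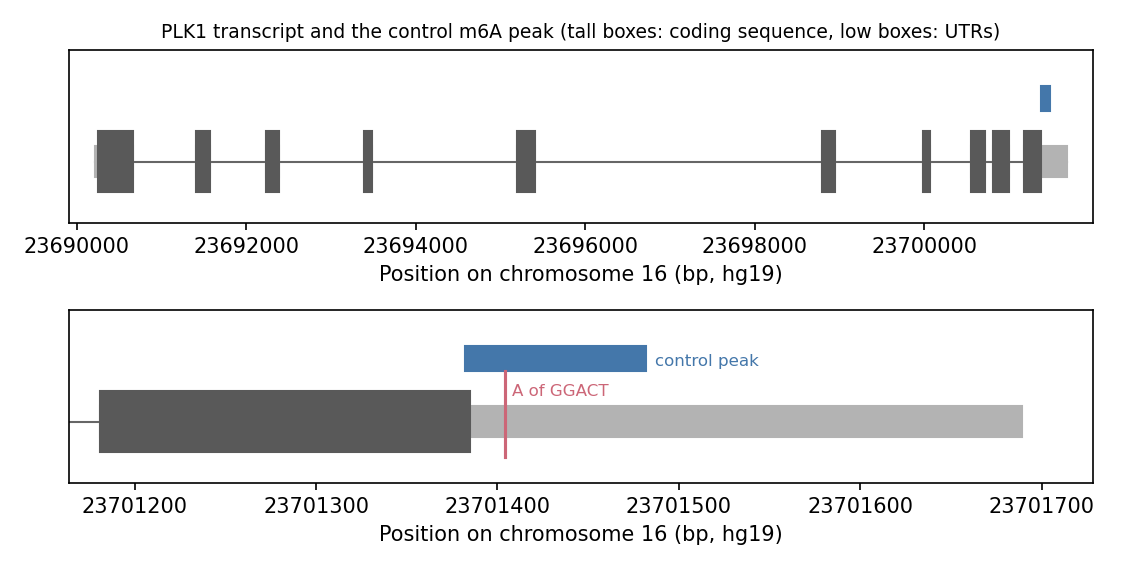
Exons of PLK1 on chromosome 16 (positions in bp, hg19) with the control peak in blue, over the whole transcript (top) and around the end of the coding sequence at 23701384 (bottom). The peak covers the start of the 3′UTR, and the marked adenosine of GGACT lies at 23701404.

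Next, loss of peaks was set against lower expression. Of 1311 genes with at least 10 reads and a peak in either list, 57 had a log2 ratio under -2, and 30 of these (52.6%) had a lost peak, against 83.9% of the other genes (odds ratio 0.21, interval 0.12 to 0.38, two-sided Fisher exact p = 8.94e-08). Among all 9931 genes the shares were 4.10% and 11.4% (odds ratio 0.33, Fisher exact p = 1.09e-11). Genes with lower counts in METTL3-KD cells thus had a lost peak less often. Because 2285 of the 2298 control peaks were lost, a lost peak was almost the same as any control peak. Of the 1311 genes, 222 had a METTL3-KD peak and no control peak. The comparison therefore mostly set genes with a control peak against genes without one. It cannot show whether loss of methylation went with lower counts. The odds ratio moved most at a fold enrichment of at least 4, to 0.50, with a Fisher exact p of 0.493. These tests treat genes as independent and compare the libraries. The 1082 genes with a lost peak had a median log2 ratio of 6.27, above all 10000 matched random lists, whose median was 5.68. Of these genes 76.7% had 0 control reads, against 74.3% of all 9931 genes. Among genes with at least 50 reads these shares were 69.0% and 57.4%. Under the stricter peak filters the first share was 73.0% to 73.9%. The share in the matched random lists was not computed, so whether genes at 0 control reads account for the higher median was not tested. With a prior count of 10, the alternative that moved it most, the median of the genes with a lost peak was 4.03.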

Values the study reported

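The study reported 553 genes that were higher in control cells than in METTL3-KD cells, at a log2 fold change of more than 2 and a p value of less than 0.01. It placed the targeted m6A site of PLK1 at chr16: 23701404 on hg19.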

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

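Of 111 recomputed values, 84 stayed the same by the criteria used here, 24 moved, 2 became weaker and 1 reversed. The filter on molecules, the full deposited peak lists, the peaks with a fold enrichment above 2, the knockdown share by gene and the order of features were chosen after the data had been seen. METTL3 had no reads, so its alternatives gave no value, and the ratio of fold values between shared peaks was not run.

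The number of lower genes was 732. It was 1260 under total count scaling and 1100 at a log2 ratio beyond 1. It fell to 43 when reads were divided by the lower mode of each input and an exact binomial p under 0.01 was required. The number of higher genes was 7859, and it was 3600 among genes with at least 50 reads and 75 with reads divided by the lower mode. The minimum of 50 reads left out 4259 higher genes, of which 4140 had 0 control reads. The cause of the other moves was not tested. Over the other alternatives the lower genes ranged between 579 (lanes as replicates in DESeq2) and 745, and the higher genes between 6648 and 8306. With lanes as replicates in edgeR the replicate block gave 668 lower and 7787 higher genes, against 672 and 7884 without it.

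PLK1 stayed under -2 in every alternative tried, from -4.86 to -3.03. On reads divided by the lower mode its log2 ratio was -3.63 and the exact binomial p was 0.0494, no longer under 0.01. With each lane left out in turn it ranged from -3.97 to -3.26.

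Control peaks numbered 1100 at a q value under 0.001, 88 at a fold of at least 4 and 1102 at a fold above 2. Knockdown peaks numbered 317, 110 and 317. A pileup of 1 gives a fold just under 2, so the last filter removes these peaks. The share of control peaks without a knockdown peak was 96.6% at a fold of at least 4 and 96.2% by gene, and the share of knockdown peaks without a control peak was 97.3% at a fold of at least 4 and 87.5% by gene. With coding sequence taken before the 3′UTR, 17.9% of control peaks lay in 3′UTRs, and at a fold above 2 the share was 21.6%.

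The odds ratio between lower genes and lost peaks stayed under 1 in all 15 alternatives, from 0.18 to 0.50. At a fold of at least 4 it was 0.50, based on 3 genes, and the Fisher exact p was 0.493. The p ranged from 1.19e-08 to 0.493 over the alternatives with a peak in either list.

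The median log2 ratio of genes with a lost peak was 6.27. It was 6.48 with DESeq2 size factors, 5.23 with total counts, 8.21 and 4.03 with prior counts of 0.5 and 10, 6.90 among genes with at least 50 reads and 6.02 at a fold of at least 4. A prior count of 0.5 also gave medians of 6.88 for the G2/M genes and 6.87 for the S-phase genes. Most of these genes had 0 control reads, so the prior count sets the size of their ratios. Among genes with at least 50 reads the S-phase median was -0.19, a reversed direction at percentile 5.65. Genes with 0 control reads were 20 of 38 S-phase genes before this filter and 13 of 30 after it, so the median passed from these genes to genes with control reads. The percentile of the G2/M genes ranged from 70.2 to 84.6, and that of the S-phase genes from 5.65 to 79.5, with the highest value under total count scaling.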

Other observations

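The tests of PLK1, of peaks per distinct position, of the local background and of the peaks with a pileup of 4 to 9, the comparison by gene for knockdown peaks and the 3′UTR share and motifs per peak at a fold above 2 were chosen after the result had been seen, and the others before.

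The filter of the study was a q value under 0.01 and a fold above 2. By the placement used against random positions, 33.3% of the 679 control peaks in coding transcripts that passed it lay in the 3′UTR. The study described the methylation of mRNA as found mainly there, and its way of placing peaks along transcripts was not repeated here.

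The discrete modes of reads per gene are consistent with few molecules amplified many times. Of the 732 lower genes, 88.8% had at most 2 control molecules when reads were divided by the lower mode, with a median of 1.97, and 38% had 0 knockdown reads. That the lower mode was 1 molecule was not established. More genes lay near the upper mode than near the lower one, 893 against 424 in the control and 1365 against 574 in the knockdown. The lower mode gives 105954 knockdown molecules and the upper mode 53597, against 52141 distinct positions. In the control they give 6361 and 3131.5, against 9291. The upper mode was tried only for PLK1. If both inputs had been drawn from a shared pool with no difference between conditions, the numbers of distinct positions alone would have given a median of 494 lower genes, 0.674 of the observed number, and 4603 higher genes, 0.586 of the observed number. With molecules taken from the count modes the simulated numbers were 336 lower genes, 0.459 of the observed number, and 6626 higher genes, 0.843 of the observed number. Of these, 3 of 4 reached the 0.5 set in advance for sampling as the cause. The 0.459 left open whether sampling could account for most of the lower genes. The simulated sampling did not reach the observed numbers in any of the 100 draws. The highest were 381 and 552 lower genes and 6732 and 4710 higher genes, with molecules from the count modes and from the distinct positions. In the same order, simulated knockdown libraries held 8827 and 7227.5 genes with at least 1 read, against 10463 observed. With at least 10 reads, 9583 were observed. Simulated control libraries held 2351.5 and 3072.5 genes with at least 1 read, against 2730 observed, of which 2212 had at least 10 reads. Detection was thus not reproduced, and the shortfall in calls may reflect the simulated pool. The 43 lower and 75 higher genes with an exact binomial p under 0.01 on molecules were not tested against these draws. Which single genes differ by more than sampling was not resolved, and without a repeated library an excess over sampling could also be a difference between library preparations. The pool was estimated from the same libraries, which limits this test.

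PLK1 equalled about 2 control molecules and 1 knockdown molecule by the lower modes. The exact binomial test of these molecules gave p = 0.0494, just under the 0.05 set for it and not under 0.01. PLK1 was picked by the study from the same inputs as a lower gene, so this p does not rule out sampling of few molecules. The result depends on the unit: with the upper mode as 1 molecule the counts were 1 and 1 and the exact p was 0.246, and with the lower mode and total count scaling the exact p was 0.00926. In these input libraries the lower PLK1 count rests on a handful of molecules. The study did not rely on these inputs alone. It also reported lower PLK1 mRNA by quantitative PCR and lower PLK1 protein, along with less METTL3, in METTL3-KD cells. Further experiments gave lower PLK1 after METTL3 knockdown in another pancreatic cancer line, and less methylation after editing of the PLK1 3′UTR site. These other experiments were not analysed here.

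Most knockdown peaks were absent from the control list too, 98.4% of them. This follows from the same 13 shared peaks that leave 99.4% of the control peaks without a partner, so it is not a separate test, and it met the rule set in advance for sparse sampling without telling sampling from other causes. By gene the shares were further apart, 87.5% of the genes with a knockdown peak against 96.2% of those with a control peak. The lost share fell by 6.09 percentage points from peaks with a pileup of 1 to those with 4 or more, less than the 20 points set in advance. All 84 control peaks with a pileup of 4 to 9 were lost, and all 92 knockdown peaks of that pileup lacked a control peak, so the losses in both directions were not limited to peaks with few fragments, and the fall came from the 7 control peaks with a pileup of 10 or more. At a q value under 0.01 the knockdown gave 0.635 of the control peaks per 1000 distinct positions. Under a proportional rise of peaks with positions, which was not tested, its fewer m6A positions did not account for the lower peak number. The answer depends on the filter: the ratio was 0.831 in the full lists, 0.506 at a q value under 0.001, 0.505 at a fold above 2 and 2.20 at a fold of at least 4. The knockdown input held more distinct positions, which could raise the background of its calls; that was not tested with reads. An absolute loss of methylation therefore remains a possibility that these lists cannot separate from the depth of the input.

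The 3′UTR share of control peaks in coding transcripts, 33.0% by the placement used for that comparison, lay under the range from random positions. By this placement transcript length alone did not explain the share, and there was no excess in the 3′UTR. The DRACH share of 85.1% was within the random range, so base composition could account for it, but this share is near its ceiling in a window of this width. Motifs per peak were also within the random range in the control, whereas the knockdown peaks, with 2.06 per peak, lay above it at a q value under 0.01 and, with 1.91 per peak, inside it at a fold above 2. With single fragments extended to 100 bp, the position of the modified base inside a peak is not resolved, which limits the motif test.

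Nearly all control peaks were lost, so a lost peak mostly marked a gene with a control peak, and loss of methylation was not tested. Genes lower in the knockdown had such a peak less often, not more often. Detection of a gene in the control input did not explain all of it: among genes with at least 10 control reads the odds ratio moved from 0.21 to 0.34, with a Fisher exact p of 0.000484, whereas with all genes as the background it moved from 0.33 to 0.30, so it was not settled whether detection could account for a part. Input reads of the same gene in the background of its peak calls were not shown to be the cause and are not ruled out: among 278 genes with a peak and at least 10 reads in both inputs, 25.9% of those above the median log2 ratio and 31.7% of those below it had a knockdown peak (odds ratio 0.76, Fisher exact p = 0.354), a difference in the direction that this explanation predicts. Other technical causes, such as gene length, were not tested, so no biological explanation is put forward.

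The adenosine of the only DRACH motif near the PLK1 summit lay at 23701404. The position quoted from the study above is the same base.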
